A study of Homo sapiens with 15 samples. Its data were reported in "BMAL1 and ARNT enable circadian HIF2α responses in clear cell renal cell carcinoma" (2025).

How the data were processed

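CUT&RUN, in which an antibody tethers a nuclease to chromatin so that the DNA under a bound protein is released and sequenced, was performed by the authors in an established cell line of clear cell renal cell carcinoma. Cells expressed an shRNA with a control sequence (shControl) or an shRNA against BMAL1 (shBMAL1), and 100000 cells entered each reaction. The 15 libraries fall into 6 groups by the antibody and the shRNA named in their labels. The BMAL1 and HIF2α groups of shControl cells and the HIF2α group of shBMAL1 cells have 3 libraries each, and the BMAL1 group of shBMAL1 cells has 2. The 4 IgG libraries carried no peak list and were not analysed here, so that no background measured in the same way stands beside the values.

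The authors aligned paired reads to hg19 with Bowtie2, removed duplicates, called peaks with MACS2, removed peaks in blacklisted regions and gave 1 pooled peak list per group. Per the authors' methods the peak threshold was set on p. In the deposited lists the −log10 q of a peak was at least 5.02 and 5.14 for BMAL1 in shControl and shBMAL1 cells and 5.03 and 5.06 for HIF2α, and its −log10 p was at least 8.64. The smallest −log10 q thus lay just above 5 in each of the 4 lists. The peak names deposited by the authors are numbered up to 2125 in the shControl BMAL1 list, which holds 1812 peaks, and 14.7% to 18.8% of the numbers were absent from each of the 4 lists. The fold enrichment of each peak is a ratio over the local background of MACS2, as deposited by the authors. The −log10 p and −log10 q deposited by the authors are MACS2 values per peak. Fold and −log10 p are values of the peak in its own list and were used here only to describe, rank or filter peaks within that list. Whether the IgG libraries served as the control in peak calling is not stated. The authors describe the libraries that were kept as similar in depth, and they left out a further BMAL1 library of shBMAL1 cells for its few reads. The peak lists hold no read counts, so the lists cannot be brought to a common depth, and a locus that is not called in a list may still hold signal below the threshold.

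Peak lists were compared by overlap of at least 1 bp. A shControl peak was termed retained when it overlapped a peak of the shBMAL1 list of the same antibody, and lost otherwise. A shControl HIF2α peak was termed co-occupied when it overlapped a shControl BMAL1 peak. Shares are given with 95% Wilson confidence intervals, which cover counting error over peaks only. Overlap was compared with 10000 circular shifts of the lists against each other along each chromosome (one-sided), and shares were compared by two-sided Fisher's exact tests over peaks, with Benjamini-Hochberg adjustment over the 6 such comparisons between shares of the lists, an adjustment added after the data were examined. Differences of median log2 fold enrichment were tested by two-sided permutation of peaks (100000 resamples). The distance between summits was compared with 10000 draws of a uniform position within each HIF2α peak. Because each group has a single pooled list, the units of these tests are peaks. The tests describe these lists and carry no error between libraries.

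Promoters were positions from 1000 bp upstream to 100 bp downstream of any annotated transcription start site, and each peak was placed by its midpoint. Motifs were counted on both strands in windows of 200 bp centred on summits: the E-box CACGTG, the hypoxia response element (HRE) core RCGTG, the AP-1 site TGASTCA, the GC box GGGCGG and the CCAAT box. The comparison windows lay 2000 bp to each side of the summit, and p-values were adjusted by the Benjamini-Hochberg method over the 35 tests of 5 motifs in 7 peak classes. Co-occupied sites were scanned at the HIF2α summit. An E-box also contains the HRE core, so that the share with an HRE includes every window with an E-box. Windows with undetermined bases were left out. The genome and the GENCODE gene annotation were of the GRCh37 assembly, which shares its chromosome coordinates with hg19, and all coordinates are given from 1 in hg19.

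The named genes and peaks were set by a rule chosen with the comparisons: loci among those displayed by the study (VEGFA and NR1D1), 12 clock-output genes and 12 hypoxia genes, each counted as having a peak when its start site was the nearest protein-coding one or the summit lay in its body, and the 3 peaks of smallest p in each list. EPAS1, ARNT and SLC39A4 were named after their values were seen.

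Tests were checked on simulated data. In a simulation with 200 planted overlaps, 201 overlaps were found. The overlap calls of 1 bp matched a direct comparison in all 5596 calls. Among 200 unrelated pairs of lists 7 passed p 0.05 in the shift test. Among 500 simulated sets in which class and outcome shared only peak strength, 22 passed 0.05 in the stratified test and 402 in the unstratified one. The alternatives below, and the comparisons themselves, were chosen before the data were examined unless the text says otherwise. They were other overlap rules (50% of the smaller peak, summits within 200 bp, a gap of up to 500 bp), stricter p thresholds, lists of equal length, shifts of 10 kb to 1 Mb, a bootstrap of 5 Mb blocks, Cochran-Mantel-Haenszel chi-square tests within quintiles of peak p or width, other promoter and window definitions, and GC-matched windows drawn from the genome. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, networkx 3.6.1, samtools 1.23.1, blastn 2.17.0 and matplotlib 3.10.9.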

Results

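BMAL1, a circadian transcription factor that binds E-boxes with CLOCK, and HIF2α, a hypoxia-inducible factor that binds HREs with ARNT, were profiled on chromatin of renal carcinoma cells to ask where they occupy the same sites and how depletion of BMAL1 changes the sites of each. In shControl cells the lists held 1812 BMAL1 peaks and 1204 HIF2α peaks, each pooled from 3 libraries. In shBMAL1 cells the lists held 768 BMAL1 peaks, pooled from 2 libraries, and 1089 HIF2α peaks, pooled from 3. The median peak width was 240 bp, 217 bp, 255 bp and 213 bp, in the same order. The median fold enrichment, as given by the authors for each peak, was 7.13 for BMAL1 and 6.87 for HIF2α in shControl cells. There were no replicate lists, and the peak lists do not give the depth per library.

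The first comparison asked how far the sites of the 2 proteins coincide. In shControl cells 335 of 1812 BMAL1 peaks overlapped a HIF2α peak (18.5%, 95% Wilson interval 16.8% to 20.3%; the intervals cover counting error over peaks only). Seen from the other list, 336 of 1204 HIF2α peaks overlapped a BMAL1 peak (27.9%, 25.4% to 30.5%). Circular shifts of the lists gave mean overlaps of 0.0285% and 0.0432%, and none of the 10000 shifts reached the observed overlap (one-sided p = 1e-04 for each, n = 1812 and n = 1204 peaks, the smallest p the shifts can give). Shifted peaks can land on any sequence, whereas promoters held 63.7% of BMAL1 and 26.9% of HIF2α peaks, against 4.24% of random positions. The shifts, here and for retention below, thus cannot separate binding at the same sites from a shared preference for such classes of site. Among the alternatives fixed in advance, lists of equal length moved the overlap shares most. There 10.9% and 11.1% of the strongest 768 peaks overlapped. At co-occupied sites the BMAL1 and HIF2α summits lay a median of 40.5 bp apart, against 71.9 bp for positions drawn at random within the HIF2α peaks (one-sided p = 1e-04, n = 336 sites, the smallest p the draws can give). The summits lay within 50 bp of each other at 196 of 336 sites. The midpoints of the peaks, which use no summit, lay a median of 30 bp apart, against 67.96 bp for the draws. The draws therefore cannot separate summits that coincide from the overlap of the peaks themselves. Of the co-occupied HIF2α peaks, 24 lay in the bodies of EPAS1 and ARNT, which encode HIF2α and its partner.

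The second comparison asked which BMAL1 sites were called after depletion of BMAL1. Of 1812 shControl BMAL1 peaks, 701 were retained (38.7%, 36.5% to 40.95%) and 1111 were lost. Shifts of the lists gave a mean of 0.0458% (one-sided p = 1e-04, n = 1812 peaks, the smallest p they can give). The shBMAL1 list held 67 peaks that were absent from the shControl list. Retained peaks were the stronger ones. Their median log2 fold enrichment was 3.43 against 2.64 for lost peaks, a difference of 0.79 (two-sided permutation test over peaks, p = 1e-05, the smallest it can give). Retention rose from 7.16% in the weakest quintile of peaks by p to 90.1% in the strongest quintile.

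The third comparison asked the same of HIF2α. Of 1204 shControl HIF2α peaks, 695 were retained (57.7%, 54.9% to 60.5%) and 509 were lost. Shifts of the lists gave a mean of 0.0225% (one-sided p = 1e-04, n = 1204 peaks, the smallest p they can give). Retained peaks were again stronger, with a median log2 fold enrichment of 2.99 against 2.61 for lost peaks, a difference of 0.38 (two-sided permutation test over peaks, p = 1e-05, the smallest it can give). Retention rose from 27.4% in the weakest quintile (66 of 241) to 228 of 240 peaks in the strongest. In shBMAL1 cells 393 of 1089 HIF2α peaks (36.1%, 33.3% to 39.0%) did not overlap a shControl HIF2α peak.

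**Figure D1:**
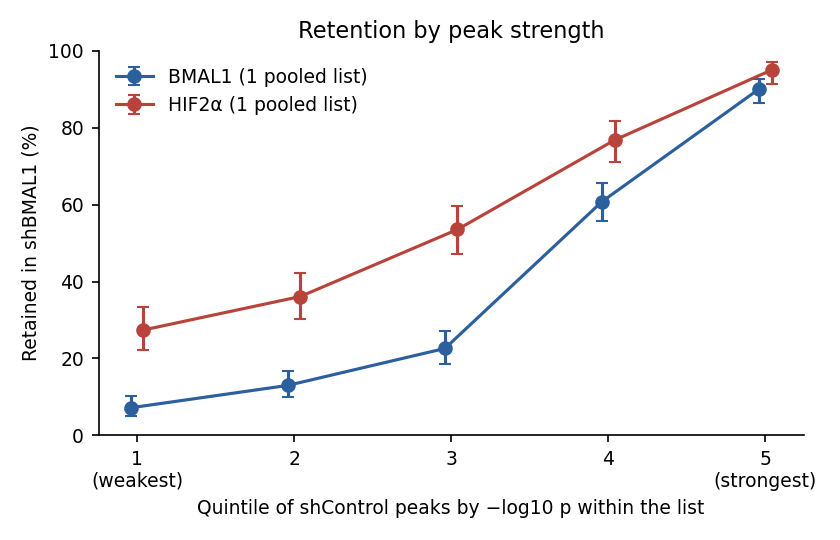
Share of shControl peaks retained in shBMAL1 cells (vertical axis, %) by quintile of −log10 p within the list (horizontal axis, weakest to strongest), for BMAL1 in blue and HIF2α in red; bars are 95% Wilson intervals over peaks. Retention rises from 7.16% to 90.1% for BMAL1, and in HIF2α from 66 of 241 peaks to 228 of 240.

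Retention of HIF2α peaks exceeded that of BMAL1 peaks by 19.04 percentage points over the full lists (two-sided Fisher's exact test over peaks, p = 1.17e-24). The direction changed when the lists were cut to equal length. When each list was limited to its strongest 768 peaks by p, 72.9% of BMAL1 peaks and 63.2% of HIF2α peaks were retained, a difference of -9.77 percentage points (Fisher's exact test, p = 5.03e-05). The BMAL1 list of shBMAL1 cells was both the shortest list and the one pooled from the fewest libraries.

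**Figure D2:**
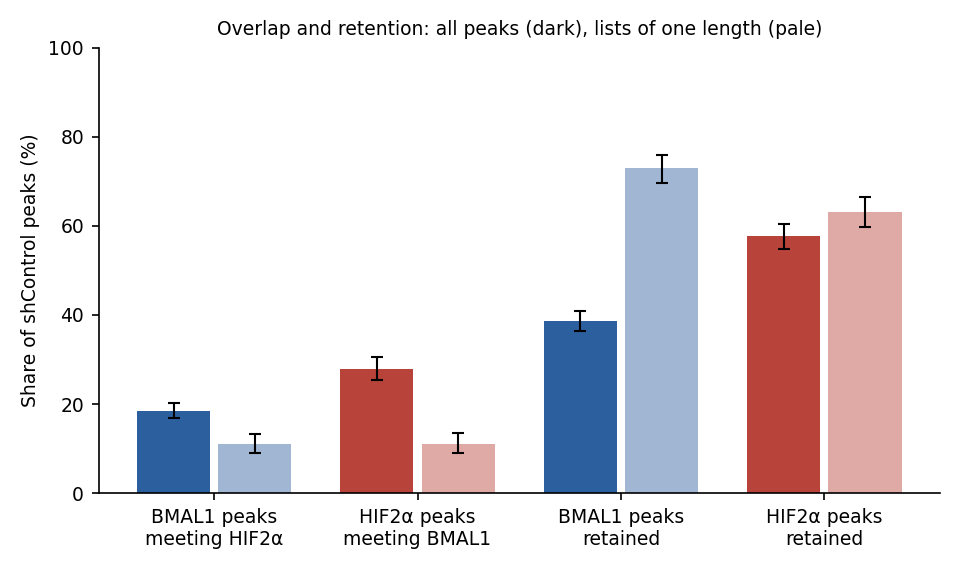
Share of shControl peaks (vertical axis, %) that overlap a peak of the other protein or are retained in shBMAL1 cells, with 95% Wilson intervals over peaks; dark bars use all peaks and pale bars the strongest 768 peaks of each list. Retention of BMAL1 peaks is 38.7% over all peaks and 72.9% in lists of equal length.

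Co-occupancy was lower in shBMAL1 cells. The share of HIF2α peaks that overlapped a BMAL1 peak was 8.999% (98 of 1089), a difference of -18.9 percentage points from shControl cells (two-sided Fisher's exact test over peaks, p = 3.88e-32). The share of BMAL1 peaks that overlapped a HIF2α peak was 12.8% (98 of 768), a difference of -5.73 percentage points (Fisher's exact test, p = 0.000345). In lists of equal length these differences were -2.21 (p = 0.173) and -2.08 percentage points (p = 0.1998) by Fisher's exact test, and neither was distinguishable from 0.

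If HIF2α depended on BMAL1 at shared sites, HIF2α peaks would be lost more often where BMAL1 was also called. HIF2α retention was 60.4% at co-occupied sites (203 of 336) and 56.7% at HIF2α-only sites (492 of 868), a difference of 3.73 percentage points that was not distinguishable from 0 (two-sided Fisher's exact test over peaks, p = 0.243). Within quintiles of peak p the difference was 0.418 percentage points (Cochran-Mantel-Haenszel chi-square test, p = 0.877). In lists of equal length co-occupied peaks were retained more often, by 16.3 percentage points (Fisher's exact test, p = 0.00286), and by 11.2 percentage points (p = 0.0821) when EPAS1 and ARNT were left out first, an alternative chosen after the data were examined. BMAL1 retention was 22.7% at co-occupied sites (76 of 335) and 42.3% at BMAL1-only sites (625 of 1477), a difference of -19.6 percentage points (Fisher's exact test, p = 8.88e-12). Within quintiles of peak p it was -11.9 percentage points (Cochran-Mantel-Haenszel chi-square test, p = 9.00e-08). In lists of equal length it was -33.8 percentage points, and in such lists without EPAS1 and ARNT -17.6 percentage points. Promoter class and GC content were not held fixed in this comparison. Promoters held 70.8% of BMAL1-only peaks and 32.4% of co-occupied HIF2α peaks. They also held 76.5% of retained and 55.6% of lost BMAL1 peaks. The lower BMAL1 retention at co-occupied sites therefore cannot be tied to HIF2α itself. Among co-occupied sites HIF2α retention was 77.6% where the BMAL1 peak was retained (59 of 76) and 55.4% where it was lost (144 of 260), a difference of 22.2 percentage points (Fisher's exact test, p = 0.000485). Within quintiles of peak p it was 18.3 percentage points (Cochran-Mantel-Haenszel chi-square test, p = 0.000651). Without peaks in sequence families, an alternative chosen after the data were examined, that difference was 12.7 percentage points (Fisher's exact test, p = 0.125). Adjusted over the 6 Fisher's exact tests between shares, the p-values were 3.51e-24 for retention of HIF2α against BMAL1, 2.33e-31 and 0.000518 for co-occupancy of HIF2α and BMAL1 peaks, 0.243 and 1.78e-11 for retention of HIF2α and BMAL1 peaks by co-occupancy, and 0.000582 for HIF2α retention by the fate of BMAL1.

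Promoters held 63.7% of shControl BMAL1 peaks and 26.9% of shControl HIF2α peaks, against 4.24% of random genome positions. Of co-occupied HIF2α peaks 32.4% lay in promoters, and of HIF2α-only peaks 24.8%, a difference of 7.67 percentage points (two-sided Fisher's exact test over peaks, p = 0.00902). With promoters of 2500 bp to each side the difference was 4.71 percentage points (Fisher's exact test, p = 0.155).

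The E-box was present in 12.8% of BMAL1-only windows, 10.1% of co-occupied windows and 5.53% of HIF2α-only windows, against 3.29%, 3.72% and 1.96% of their flanking windows (two-sided Fisher's exact tests with Benjamini-Hochberg adjustment, adjusted p = 6.34e-31, 0.000114 and 2.97e-06). The HRE core was present in 58.8%, 62.2% and 74.1% of windows in the same order, against 28.4%, 26.5% and 23.5% of flanking windows (Fisher's exact tests, adjusted p = 1.07e-83, 2.29e-27 and 5.93e-137). The AP-1 site was present in 29.4% of HIF2α-only windows and 9.91% of BMAL1-only windows, and the GC box in 15.8% and 69.9%. Differences between these classes were not tested. In shBMAL1 cells the E-box was present in 6.01% of BMAL1 windows against 3.46% of flanking windows, a difference of 2.55 percentage points (Fisher's exact test, adjusted p = 0.00723), where the shControl BMAL1 list had 12.9% against 3.32% (adjusted p = 5.03e-38). The difference between these lists was not tested. In windows of 100 bp the difference from flanking windows in shBMAL1 cells was 1.11 percentage points (Fisher's exact test, adjusted p = 0.0962), and over the alternatives its adjusted p ranged from 0.000372 to 0.0962.

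**Figure D3:**
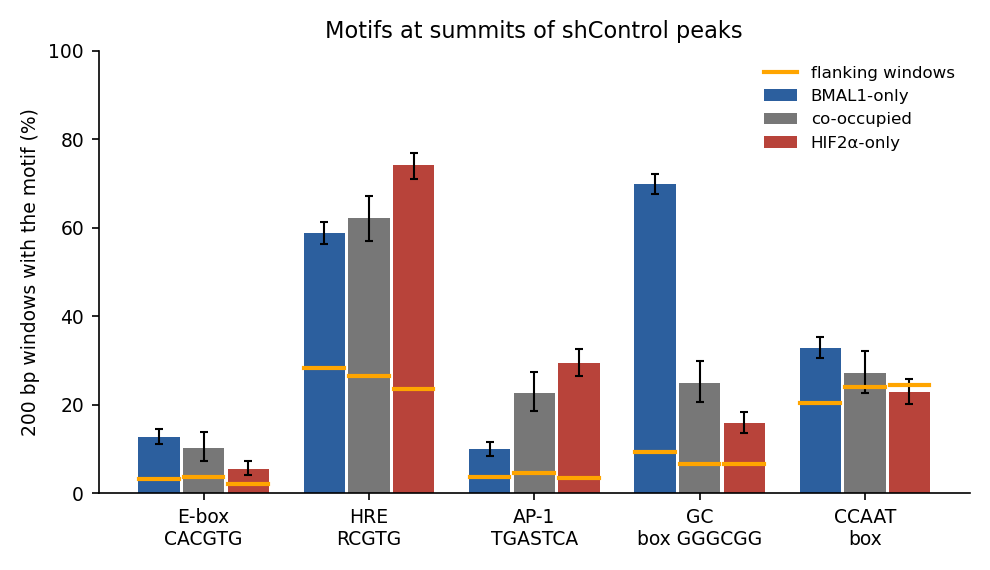
Share of 200 bp summit windows with each motif (vertical axis, %) for BMAL1-only, co-occupied and HIF2α-only shControl peaks; error bars are 95% Wilson intervals over windows and orange lines the flanking windows. The E-box falls from 12.8% in BMAL1-only to 5.53% in HIF2α-only windows, while the HRE core rises from 58.8% to 74.1%.

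At VEGFA (chromosome 6, 43737921 to 43754224) a HIF2α peak was called in shControl cells only. It spanned 43736921 to 43737696 in the promoter, with a fold enrichment of 6.01, and ranked 416 of 1204 by p. At NR1D1 (chromosome 17, 38249046 to 38256842) BMAL1 peaks lay at the promoter (38256838 to 38257261, fold enrichment 11.4) and in an intron (38255334 to 38255870, fold enrichment 13.3) in shControl cells. The intronic peak alone was called in shBMAL1 cells, where it ranked 628 of 768, and no HIF2α peak was called there. Of the 12 clock-output genes, 12 had a BMAL1 peak in shControl cells and 4 in shBMAL1 cells (PER1, PER2, PER3 and TEF). HIF2α peaks were at 3 of them in shControl cells (PER1, PER2 and BHLHE40) and at these and TEF in shBMAL1 cells. Of the 12 hypoxia genes, 6 had a HIF2α peak in shControl cells, and the same 6 did in shBMAL1 cells. BMAL1 peaks were at 2 of them in shControl cells (NDRG1 and SLC2A1) and at 0 in shBMAL1 cells.

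The 3 peaks of smallest p in the shControl BMAL1 list had their summits on exons 2, 6 and 10 of EPAS1 (chromosome 2, 46574010 to 46574324, 46587776 to 46588348 and 46605032 to 46606030), with fold enrichments of 121, 117 and 98.9. The first 3 of the shControl HIF2α list were also on EPAS1 exons (46574010 to 46574274, 46608733 to 46609813 and 46602829 to 46603059), as were the peaks ranked 2 and 3 in the shBMAL1 HIF2α list (46605032 to 46605283 and 46574010 to 46574250). The first of that list lay on chromosome Y (4212830 to 4212988), outside any annotated protein-coding gene, and was called in all 4 lists. In the shBMAL1 BMAL1 list the first 2 were the promoter of ASMTL on chromosome Y (1521813 to 1522897) and on chromosome X (1571813 to 1572909), which are copies of the same pseudoautosomal sequence. The peak ranked 3 lay on chromosome 21 (37528608 to 37529243) in an intron of CBR3-AS1 and 258 bp from the start site of DOP1B.

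EPAS1 (chromosome 2, 46520806 to 46613836) held 10 BMAL1 peaks in shControl cells, and 11 HIF2α peaks in each condition. ARNT (chromosome 1, 150782189 to 150849184) held 13 BMAL1 peaks and 14 HIF2α peaks in shControl cells and 11 HIF2α peaks in shBMAL1 cells. The shBMAL1 BMAL1 list held 0 peaks in either gene. Every one of these peaks overlapped a coding exon. In the shControl BMAL1 list 15 of 16 coding exons of EPAS1 and 18 of 22 of ARNT were covered over at least 50% of their length. Among all protein-coding genes, 3 or more coding exons were covered in this way only in EPAS1 and ARNT in the HIF2α lists, and in these and SLC39A4 in the shControl BMAL1 list. Without the peaks in EPAS1 and ARNT, an alternative chosen after the data were examined, 17.4% of BMAL1 peaks overlapped a HIF2α peak and 26.5% of HIF2α peaks a BMAL1 peak.

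**Figure D4:**
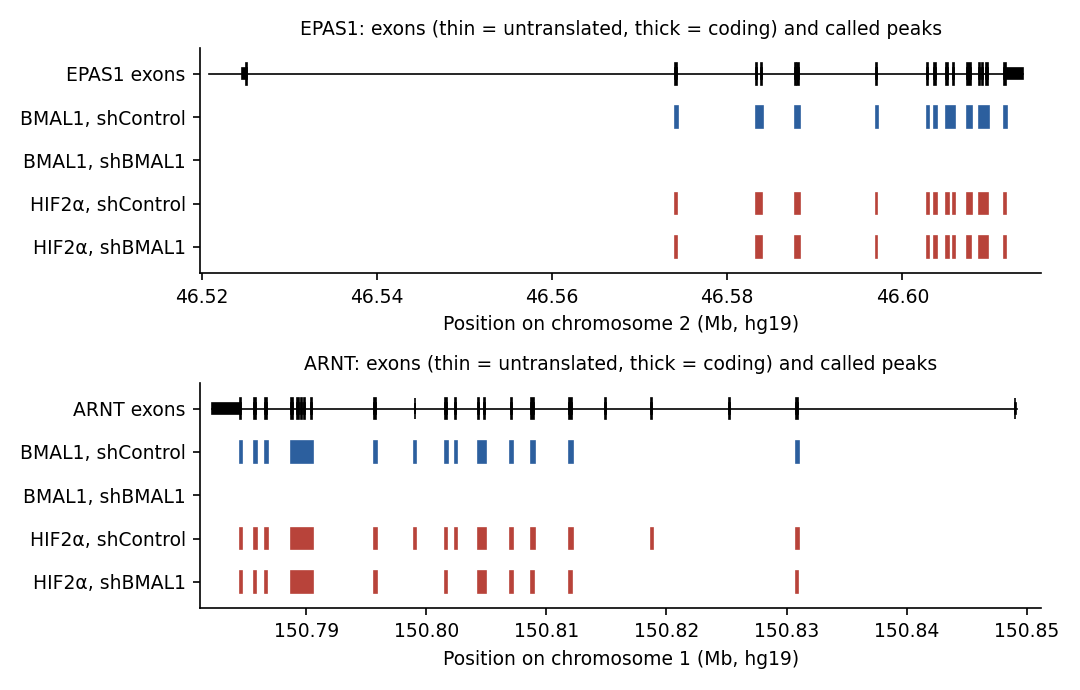
Exons of the canonical EPAS1 and ARNT transcripts (black, thick where coding) and peaks of the 4 lists along chromosomes 2 and 1 (horizontal axes, Mb, hg19). Peaks lie on coding exons in 3 lists, and the BMAL1 list of shBMAL1 cells has 0 peaks in either gene.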

Values the study reported

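The study reported 1813 genomic regions enriched with BMAL1 and 1204 with HIF2α in 786-O cells. It described 336 loci as co-occupied, which it gave as 18.5% of BMAL1 sites and 27.9% of HIF2α sites. After depletion of BMAL1, 702 of the BMAL1 peaks (38.7%) were detected, and 98 sites were co-occupied, 12.7% of BMAL1 sites and 9.0% of HIF2α sites. The study counted 509 of 1207 HIF2α peaks (42%) as not occupied in BMAL1-depleted cells.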

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

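The lists of equal length were an alternative fixed before the data were examined. The other tests of explanations in this part were chosen after the result was seen.

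Depletion of BMAL1 was followed by a smaller share of retained peaks for BMAL1 than for HIF2α, and the difference of 19.04 percentage points between the proteins was past the threshold of a direct test. Technical accounts were set against depletion of the protein. The first is the length of the list, whatever shortened it. With lists of equal length the difference was -9.77 percentage points. With peaks of p at or under 1e-20 in every list, which leaves the lists unequal, it was 9.89 percentage points. Equal length cut the shBMAL1 HIF2α list from 1089 to 768 peaks but left the shBMAL1 BMAL1 list whole. It also kept unlike shares of the shControl lists, 768 of 1812 BMAL1 peaks and 768 of 1204 HIF2α peaks. The setting thus cannot tell whether the direction over the full lists follows from the shorter shBMAL1 BMAL1 list. The second is that fewer libraries, and so perhaps a lower depth, removed the weaker peaks regardless of sequence. Within quintiles of peak p, BMAL1 peaks with an E-box were retained less often than those without, by -15.7 percentage points (Cochran-Mantel-Haenszel chi-square test, p = 5.76e-09), which loss by depth alone would not give. The third is a bias by GC content in the libraries of the shorter list. For peaks with an E-box the values argue against it as the whole account. Within quintiles of GC content the difference by E-box was -18.3 percentage points (Cochran-Mantel-Haenszel chi-square test, p = 1.44e-08), and within quintiles of p and GC together it was -15.3 percentage points. What stays open concerns BMAL1 peaks without an E-box, 41.4% of which were retained, 16.3 percentage points below HIF2α. For these, the peak lists alone cannot tell depletion from fewer libraries, because the number of libraries goes with the group. The authors describe the kept libraries as similar in depth, so a pool of fewer libraries would hold fewer reads. A GC bias cannot be told apart either. Among peaks without an E-box, those above the median GC content were retained more often, by 24.2 percentage points, and within quintiles of peak p by 7.35 percentage points (Cochran-Mantel-Haenszel chi-square test, p = 0.000171), which a GC bias or a sequence class that goes with GC content would give. Depletion of BMAL1 remains a candidate explanation for the loss of E-box peaks, as a hypothesis found and tested on the same lists.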

How the results depend on the processing

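Leaving out each replicate was not run, because the peak lists used here are pooled over libraries and reads per library were not used here. No paired analysis was possible because the pooled lists carry no replicate numbers. Across the 50 results there were 196 alternative values fixed before the data were examined and 47 added after. Of all 243, 223 kept their direction and their side of the threshold, or, for a share without a test, stayed within its interval. Overlap and retention shares with a shift test were judged by that test alone, which gave its smallest p in every setting. They thus count as kept even where the share changed. Retention of BMAL1 peaks, for example, was 38.7% over the full lists and 72.9% in lists of equal length.

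Lists of equal length changed the most. The difference in retention between HIF2α and BMAL1 became -9.77 percentage points, the change in co-occupancy became -2.21 percentage points for HIF2α and -2.08 for BMAL1 and was no longer past the threshold, and the higher HIF2α retention at co-occupied sites became 16.3 percentage points and passed it. By construction this setting keeps only the stronger peaks of the longer lists. It cannot separate a shortening by depth from one by depletion. When equal lists were taken after leaving out EPAS1 and ARNT, an alternative chosen after seeing the data, the retention difference was -12.4 percentage points and both changes in co-occupancy became 0.911 percentage points with p = 0.589 (Fisher's exact test), while the HIF2α retention difference at co-occupied sites was 11.2 percentage points and not past the threshold (p = 0.0821). The value of 16.3 thus rests in part on peaks in those genes.

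With p at or under 1e-20 in every list, also chosen after seeing the data, the retention difference between HIF2α and BMAL1 was 9.89 percentage points, and the change in co-occupancy of HIF2α peaks -8.68, each in its direction over the full lists and past the threshold. There 27.6% of shBMAL1 HIF2α peaks were absent from the shControl list, and the change in co-occupancy of BMAL1 peaks was -2.18 percentage points and not past the threshold. Without sequence families, chosen in the same way, the HIF2α retention difference between sites with retained and lost BMAL1 was 12.7 percentage points and not past it. Promoters of 2500 bp to each side gave 4.71 percentage points, and windows of 100 bp gave 1.11 percentage points for the E-box in shBMAL1 BMAL1 peaks, neither past the threshold. The cause of these changes was not tested.

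The CCAAT box did not differ detectably from flanking windows in 3 HIF2α classes, with differences below 0, and was above GC-matched windows in the same classes, by 4.78 percentage points in shControl HIF2α peaks, 4.85 in shBMAL1 HIF2α peaks and 3.73 in HIF2α-only peaks, and in windows of 500 bp the first was 1.10. Of the other alternative values for motifs, 3 were weaker and 1 was stronger.

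The p threshold of 1e-10 removed 47 of 1812 shControl BMAL1 peaks, so it tests little. The p-values treat peaks as units, and the bootstrap of genome blocks kept the 3 differences between lists past the threshold.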

Other observations

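The tests in this part were chosen after the patterns were seen, except the comparison of chromosome 19 with matched promoters.

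Peaks on EPAS1 and ARNT followed coding exons. Peaks covered 99.0% of the EPAS1 coding sequence in the shControl BMAL1 list, 10 of 10 peaks overlapped a coding exon where random placement in the gene gave a mean of 1.07 (n = 10 peaks, p = 1e-04, the smallest the draws can give), and 6 of 10 had an edge within 2 bp of an exon end. A higher copy number of the locus would cover introns too, which these counts argue against. Of the 3′ untranslated region of EPAS1, the 1840 bp that lie more than 200 bp past the stop codon had no peak in any list, which argues against spliced messenger RNA or its cDNA. DNA of a spliced coding sequence, such as an expression plasmid, is a candidate explanation that these values leave standing. Where such DNA would come from was not tested, and the counts do not say why the BMAL1 list of shBMAL1 cells lacks these peaks. No biological explanation was tested.

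Retained BMAL1 peaks carried fewer E-boxes. The E-box was present in 6.58% of 699 retained windows and 16.8% of 1110 lost windows, a difference of -10.3 percentage points (two-sided Fisher's exact test over peaks, p = 5.28e-11). This argues against residual BMAL1 at its strongest E-box sites as the whole account of the retained peaks. The paper proposes residual BMAL1 protein as the source of the signal that remained, because those peaks were less intense. Its binding profiles were scaled to added yeast DNA, and such signal was not used here. Peak strength does not account for the fewer E-boxes, since the difference within quintiles of p was -12.7 percentage points. Neither does GC content, with -9.45 percentage points within quintiles of GC content. The GC box was present in 559 of 699 retained and 555 of 1110 lost windows. Whether the retained peaks hold signal that does not depend on BMAL1 at an E-box cannot be told apart from residual binding, because the answer depends on the background. Retained windows exceeded GC-matched windows of the genome by 2.29 percentage points (Fisher's exact test, unadjusted p = 0.0137), and exceeded windows matched on GC content and CpG count, a comparison added after that, by 1.74 percentage points (p = 0.0741). Lost windows exceeded the latter by 12.3 percentage points (Fisher's exact test, p = 7.91e-41). No list of an antibody without a target was analysed here.

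HIF2α peaks called only after depletion of BMAL1 were weaker than the shared peaks of their list. Their median −log10 p was 15.4 against 22.8, a difference of -7.48 (two-sided permutation test over peaks, p = 1e-05, the smallest it can give), so that many may lie near the calling threshold in both lists. They carried the HRE core in 61.8% of windows, 31.96 percentage points above GC-matched windows, which argues against calls without a HIF2α sequence. Redistribution of HIF2α was not tested here and stays open in these lists. From inspection of the signal and motif analyses, the paper finds no support for a broad move of HIF2α to new sites.

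Chromosome 19 held 14.7% of shControl BMAL1 peaks and 21.1% of shBMAL1 BMAL1 peaks, for 1.91% of the genome length. It held 3.49% of HIF2α peaks of the same cells, which argues against its copy number. Promoter windows of matched GC content lay on chromosome 19 in 8.84% of draws on average and in at most 11.3%, below the 14.8% of BMAL1 peaks with sequence (n = 1809 windows, p = 1e-04, the smallest the draws can give), so gene and GC density could explain only part. Without peaks and promoters nearest a ZNF gene the share was 13.7% against 7.78%, so ZNF genes do not account for it. The source of the remaining excess is open, and no biological explanation was tested.

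A family of 14 shControl HIF2α peaks shared one sequence in their summit windows. Of these, 13 carried the HRE core (92.9%), 10 were retained and 0 were co-occupied. A repeat whose copies carry the core is a candidate explanation that the count cannot test, because the copies were grouped by their shared sequence and are not independent. Reads shared between copies cannot be told apart from binding at each copy, because the median identity to the closest copy was 95.7% and mapping qualities were not used here. Families of similar sequence held 5.90% of shControl HIF2α peaks and 10.0% of shBMAL1 BMAL1 peaks.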
